A study of Homo sapiens with 6 samples.

How the data were processed

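ME-1, a human acute myeloid leukaemia cell line that carries inv(16) and so expresses the fusion protein CBFβ-SMMHC, was cultured for 6 h with AI-10-49 at 1 µM or with its solvent DMSO. AI-10-49 is a small molecule that binds CBFβ-SMMHC and blocks its contact with RUNX1. Total RNA from 3 independent experiments per treatment, per the labels, was made into libraries with a TruSeq RNA kit and sequenced as 90 bp paired-end reads on an Illumina HiSeq instrument. The replicate numbers used here are those of the labels.

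The submitters' processing notes name Bowtie2 2.1.0, Cufflinks 2.2.0, Cuffdiff (version not given in the sources used here) and the genome build hg19. The authors' deposited table gives FPKM (fragments scaled to transcript length and to the number mapped) for 6339 rows in 6 columns, 1 for each library. Of these rows, 198 name several genes and 23 labels stand on 2 rows. The table is a selected set of rows: common genes such as ACTB and GAPDH were not analysed here, and nearly all rows differ between the groups. The selection rule is not given in the sources used here. Because the rows appear to have been chosen on these same libraries, the number of rows past a threshold is not independent evidence of how many genes changed, and the p-values are not those of an unselected transcriptome. The variance prior was also estimated on these rows alone.

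FPKM are not counts, so no count model was used. The depth of each library is unknown. In rows of low FPKM, ratios between DMSO libraries lay near ratios of small whole numbers (within 0.5%) in 36.4% to 40.4% of 99 rows, against a mean of 34.6% to 35.7% after random jitter, so reads could not be recovered. No interval or detection limit that needs the depth is given.

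FPKM were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1 (linear model, moderated statistics with a mean-variance trend, two-sided), AI-10-49 minus DMSO. Rows with a mean of at least 1 FPKM in at least 1 group were tested, which kept 6230 rows and left out 109. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes of low FPKM. Group values are means ± SD over 3 libraries. The procedure was tested on simulated data of 6230 genes with 200 changed, where it called 86.6%, 97.0% and 97.0% of those changed by 0.5, 1 and 2 on the log2 scale, and 14 unchanged genes. Nearly all rows of the real table differ between the groups, unlike the simulated genes. The simulation therefore does not give the power or the error rate in these data.

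The tests, the alternatives listed below unless marked as added, 38 gene lists and the rule for named genes were chosen before the data were examined. The rule took MYC, CBFB, CEBPA and the other core-binding factor genes where a row exists, the 12 largest rises and the 12 largest falls among rows past the threshold with 1 gene symbol and non-overlapping groups, up to 4 genes of largest change from each list, and the 3 most abundant genes past the threshold. RUNX1, MYH11, RUNX3 and CSF3R were not analysed here. List members were matched to rows by symbol, and 360 distinct members had a tested row of their own. A measured member is a list member with a tested row of its own. Members without such a row were not counted. In a table where nearly all rows differ, a count over measured members does not show how uniformly the whole list responded.

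Since the table holds selected rows, list members were counted by direction and no enrichment among all genes was tested. For the 29 lists with at least 5 rows, the median log2 fold change was also compared with that of 10000 random sets of tested rows of the same size and like FPKM (10 bins, two-sided, Benjamini-Hochberg over lists), a comparison added after the data were seen. It asks whether a list moved differently from other rows of this table. limma's camera with a preset correlation, camera with an estimated correlation and fry were run as alternatives. Other alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter at 5 FPKM, quantile normalization, median scaling, the replicate number as a block, limma without the trend, a minimum log2 fold change of 1, a threshold of 0.01 and leaving out each library. Quantile normalization with AI-10-49 replicate 2 left out was added after the data were seen, as were random sets and camera for 10 gene families.

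Gene span and transcript length came from a reference annotation on another build than the authors' and were used as lengths only, so no coordinates are given. Random sets, other splits and plots were made with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and Matplotlib 3.10.9.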

Results

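After 6 h with AI-10-49, ME-1 leukaemia cells held far less MYC mRNA, which encodes a transcription factor that drives growth. MYC stood at 237 ± 4.60 FPKM (SD, n = 3) with DMSO and at 25.7 ± 2.25 FPKM (SD, n = 3) with AI-10-49, which was 9.22-fold lower. Ribosome biogenesis genes (30 of 31 measured), genes of G1/S and DNA replication (26 of 26) and genes of the eosinophil and mast cell lineage (11 of 12), such as CLC, fell. Most ATF4 response genes (18 of 19), immediate early genes (17 of 22, with 5 that fell) and NF-kB genes (16 of 18, with 2 that fell) rose, led by SLC7A11, ATF3 and JUN. No list passed a set test with an estimated correlation (lowest adjusted p = 0.31). That correlation was estimated from 6 libraries, AI-10-49 replicate 2 among them. Not passing therefore does not show that a list moved like other rows. In camera with a preset correlation, the adjusted p was 2.98e-07 for ribosome biogenesis, G1/S and ATF4 response genes. It was 0.00018 for NF-kB genes, and 0.00103 for eosinophil and mast cell genes and for immediate early genes. The log2 fold change of MYC was -3.16 ± 0.14 (SE, limma adjusted p = 1.01e-09), and the 3 libraries of each group did not overlap. An exact two-sided permutation test of the 6 libraries gave p = 0.1, the smallest p that 3 against 3 can give.

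**Figure D1:**
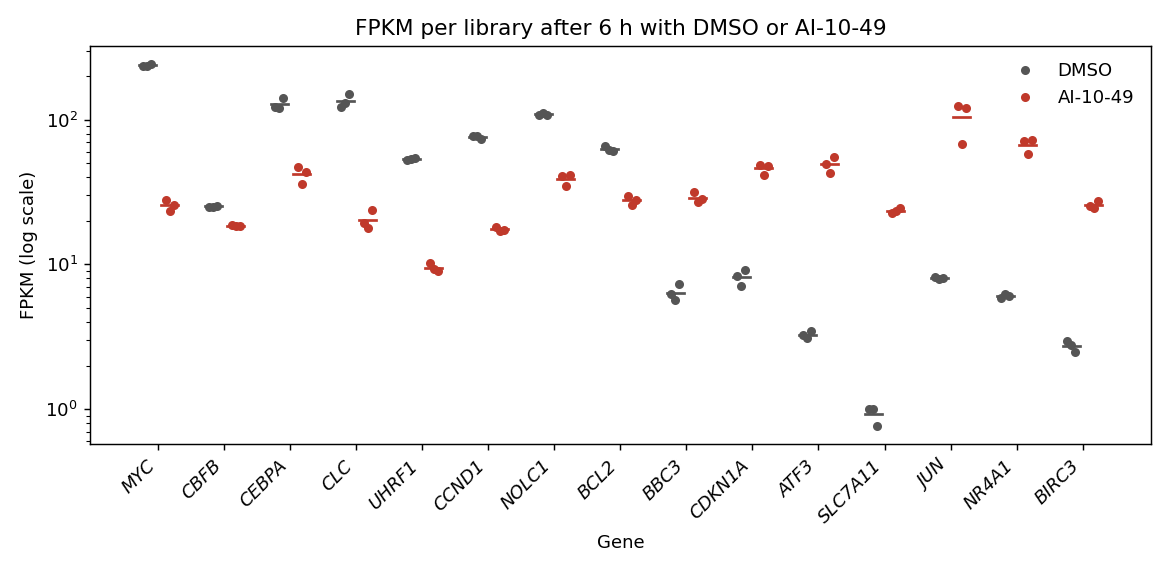
FPKM on a log axis of 15 genes in the 6 libraries (points) with group means (horizontal lines), DMSO in grey and AI-10-49 in red. MYC fell from a mean of 237 to 25.7 FPKM and SLC7A11 rose from 0.923 to 23.4 FPKM, and in each gene shown the libraries of one group lie apart from those of the other.

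Of the 6230 rows tested, 5939 passed the threshold, 2879 higher and 3060 lower with AI-10-49. The table holds rows that appear to have been selected on these libraries, so these counts describe the table and not the transcriptome. The groups did not overlap in 96.2% of rows. Chance gives 10% in unselected rows, so with rows selected on these libraries that comparison cannot show an effect. AI-10-49 replicate 2 read lower than both other AI-10-49 libraries in all 294 rows with at least 100 FPKM in those others, and its highest value was 159 FPKM against 1843 and 1877. Without that library 6067 rows passed. Of the 291 rows that did not pass with all libraries, 196 passed without it, and 68 rows that passed with all libraries did not.

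**Figure D2:**
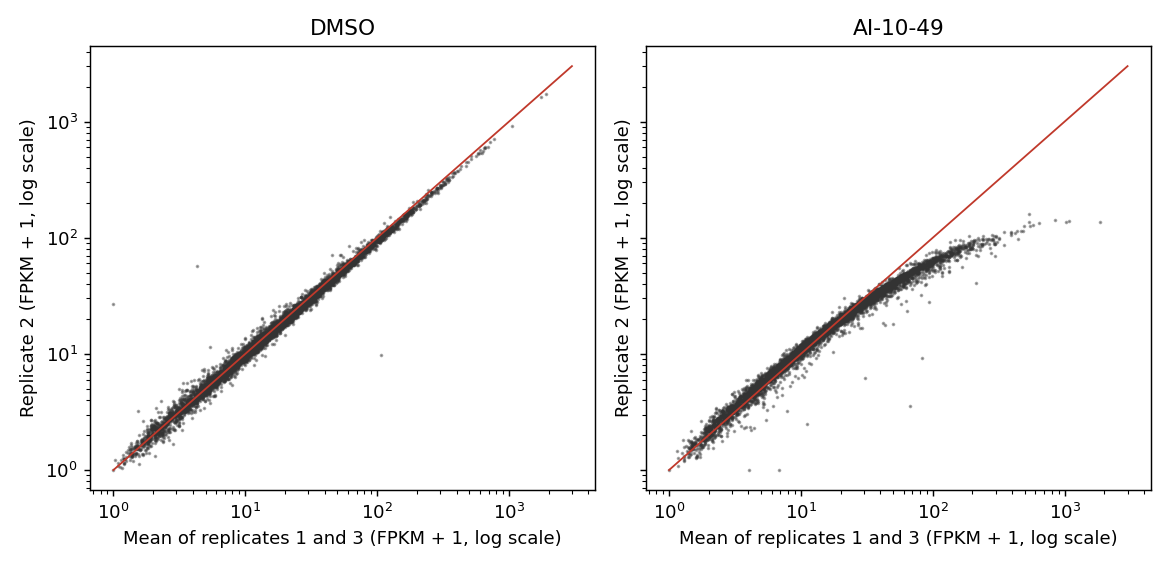
FPKM + 1 of replicate 2 (vertical log axis) against the mean of replicates 1 and 3 (horizontal log axis), 1 point per gene symbol, for DMSO (left) and AI-10-49 (right), with the line of equal values in red. AI-10-49 replicate 2 bends below the line at high FPKM, and all 294 rows of at least 100 FPKM are lower in it.

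CBFB, which encodes the core-binding factor subunit that inv(16) fuses to MYH11, fell from 25.2 ± 0.19 to 18.5 ± 0.25 FPKM (SD, n = 3), a log2 fold change of -0.42 ± 0.06 (SE, adjusted p = 2.49e-05). A value per gene does not tell the CBFB transcript from that of the fusion, and MYH11 was not analysed here. Which of them fell is unknown. CEBPA, a transcription factor of granulocyte development, fell from 128 ± 10.99 to 42.1 ± 5.52 FPKM (log2 fold change -1.58 ± 0.15 SE, adjusted p = 5.69e-07). Among 7 measured core-binding factor genes and partners, 5 fell, 1 rose and 1 did not pass. GATA2 (-1.24), TAL1 (-1.14), LMO2 (-0.68) and ERG (-0.53), all transcriptional regulators of blood stem cells, gave the log2 fold changes shown. Of 7 measured RUNX1-regulated myeloid genes 5 fell, among them CCND3 (-1.99), NFE2 (-0.93) and ELANE (-0.52), 1 rose and 1 did not pass. Neither list differed from random sets of rows of like FPKM (adjusted p = 0.53 and 0.76).

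Ribosome biogenesis genes fell in 30 of 31 measured members, and the other did not pass. The nucleolar genes NOP16 (log2 fold change -1.80 ± 0.09 SE), MYBBP1A (-1.73 ± 0.08), RRS1 (-1.72 ± 0.07) and NOLC1 (-1.47 ± 0.12) changed most. The median of the list was -0.95, against a median of -0.38 for random sets of like FPKM (adjusted p = 0.00083; adjusted p = 0.31 with an estimated correlation). In the MYC network 8 of 9 members fell, including MYCN (-1.32) and MLXIP (-0.74), and MXD1 rose (1.19). MXD1 opposes MYC, as do MXD3, MXD4, MNT and MGA, which were named after their values were seen and were among those that fell. Of 19 measured genes of MYC-associated metabolism, 12 fell, 3 rose and 4 did not pass. Without AI-10-49 replicate 2, 14 fell and 5 rose. SRM, which makes spermidine, fell by 1.73 and IMPDH1, of guanine nucleotide synthesis, by 1.51 on the log2 scale. SLC3A2 and SLC7A5, the subunits of an amino acid transporter that are also ATF4 targets, rose. SLC3A2 changed by 1.97 ± 0.49 (SE), or 2.62 without AI-10-49 replicate 2, and SLC7A5 by 1.45. The MYC network and the metabolism list did not pass the comparison with random sets (adjusted p = 0.32 and 0.43). Without AI-10-49 replicate 2 their adjusted p values in that comparison were 0.11 and 0.089.

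All 26 measured genes of G1/S and DNA replication fell. UHRF1, which maintains DNA methylation, fell from 53.3 ± 0.85 to 9.50 ± 0.61 FPKM (SD, n = 3; log2 fold change -2.37). The cyclin genes CCNE1, CCND1 and CCND3 changed by -2.16, -2.05 and -1.99. The list's median of -1.40 differed from the -0.39 of random sets (adjusted p = 0.00083; adjusted p = 0.31 with an estimated correlation). Of 16 genes of G2/M and mitosis, 12 fell and 4 rose, with UBE2C at -1.01, MKI67 at -0.98, TOP2A at -0.87 and HMMR at 0.70 (list adjusted p = 0.48). Among 4 measured CDK inhibitor genes, CDKN1A (2.36) and CDKN2D (0.38) rose and CDKN1C (-0.49) and CDKN2C (-0.36) fell.

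Of 12 measured eosinophil, basophil and mast cell genes, 11 fell and 1 did not pass. CLC, which encodes the Charcot-Leyden crystal protein, fell from 135 ± 14.0 to 20.3 ± 3.09 FPKM (SD, n = 3; log2 fold change -2.67). PRG2 and RNASE2, which encode eosinophil granule proteins, changed by -1.92 and -1.76, and the IgE receptor gene MS4A2 by -1.43. This list passed against random sets (adjusted p = 0.00083; adjusted p = 0.31 with an estimated correlation). Stem and progenitor genes fell in 11 and rose in 2 of 13 members, among them KIT (-1.04), SOX4 (-1.03) and CD200 (0.92). Their adjusted p against random sets was 0.04, and 0.06 without AI-10-49 replicate 2 (adjusted p = 0.31 with an estimated correlation). All 4 measured megakaryocyte genes (of 13 on the list) fell, as did all 4 measured B lymphoid genes (of 14), with CD79B at -1.37. All 3 measured endothelial genes fell, with CLDN5 at -2.23. Their list holds 14 genes, and its fibroblast genes were not analysed here. Granulocyte genes fell in 6 and rose in 2 of 8 members, and the risers were the formyl peptide receptor genes FPR1 (1.91) and FPR2. Monocyte and macrophage genes fell in 5 and rose in 2 of 7 members, with MS4A7 (1.44) and FCGR2A (1.12) higher. Of 3 erythroid genes 2 fell, KLF1 (-1.15) and GATA1 (-0.62), and of 4 T and NK genes 3 fell, led by CD3D (-0.93).

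ATF4 and amino acid response genes rose in 18 of 19 measured members, and the other did not pass. SLC7A11, the cystine transporter, rose from 0.923 ± 0.14 to 23.4 ± 0.91 FPKM (SD, n = 3; log2 fold change 3.67 ± 0.08 SE). ATF3 (3.55), CHAC1 (3.02) and SESN2 (2.87) rose as well. The list's median was 1.79, against -0.36 for random sets (adjusted p = 0.00083; adjusted p = 0.31 with an estimated correlation). Unfolded protein response genes split into 7 that rose and 7 that fell among 15. PPP1R15A, which acts on translation, rose by 1.62, and the chaperone genes SDF2L1 and PDIA4 changed by -1.73 and -1.17.

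Immediate early genes rose in 17 and fell in 5 of 22 members. JUN rose from 8.01 ± 0.12 to 104 ± 31.1 FPKM (SD, n = 3; log2 fold change 3.49 ± 0.17 SE), and the nuclear receptor genes NR4A1 and NR4A2 changed by 3.26 and 3.09. Genes of the NF-kB and cytokine list rose in 16 and fell in 2 of 18 members, with RELB at 2.93, BIRC3 at 2.84, NFKB2 at 2.74 and TNFAIP3 at 2.26. Cholesterol biosynthesis genes rose in 13 and fell in 1 of 14 members, among them HSD17B7 (1.61), HMGCS1 (1.17) and STARD4 (1.01). Each of these 3 lists passed against random sets (adjusted p = 0.00083; adjusted p = 0.31 with an estimated correlation). All 5 measured heat shock genes, of 15 on the list, rose, HSPA1A by 1.71 and DNAJB1 by 1.20 (adjusted p = 0.0014; adjusted p = 0.579 with an estimated correlation). HSPA1A and DNAJB1 changed by 2.29 and 1.55 without AI-10-49 replicate 2. When any single library other than AI-10-49 replicate 2 was left out, 4 of the 5 passed, without HSPH1 (0.56), which was named after its values were seen. HSPA1A and HSPA1B are nearly identical in sequence, so their values are not independent. All 6 histone genes with a row of their own, of 18 on the list, rose, led by HIST1H2AC (2.34) and HIST1H2BD (1.86) (adjusted p = 0.0032; adjusted p = 0.31 with an estimated correlation).

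Pro-apoptotic genes of the BCL2 family moved both ways, with 3 higher and 3 lower. BBC3, which encodes PUMA, rose from 6.39 ± 0.87 to 28.9 ± 2.38 FPKM (SD, n = 3; log2 fold change 2.02), and PMAIP1, which encodes NOXA, changed by 1.40. BCL2L11, which encodes BIM, fell by 0.95 and BIK by 0.86 on the log2 scale. Of 5 anti-apoptotic genes, BIRC3 (2.84), BCL2A1 (1.34) and BIRC2 (1.08) rose, and BCL2 (-1.15) was 1 of 2 that fell. The median of these 5 lay above random sets (adjusted p = 0.0046; adjusted p = 0.735 with an estimated correlation), although its members went both ways. Caspase and death receptor genes rose in 4 and fell in 4 of 9 members, with TNFRSF10A at -1.34 and CASP9 at 0.69. Of 12 measured p53 targets, 7 rose, 3 fell and 2 did not pass, with SESN2 (2.87) and CDKN1A (2.36) higher and AEN (-1.30) lower (list adjusted p = 0.48).

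NRF2 oxidative response genes rose in 5 and fell in 4 of 10, with HMOX1, the haem oxygenase gene, at 3.01 and GCLM at 1.03. All 4 measured aryl hydrocarbon receptor targets, of 8 on the list, rose, led by TIPARP (0.92), and 3 passed without DMSO replicate 1, where NQO1 did not. Glycolysis and hypoxia genes rose in 5 and fell in 5 of 11, with ANKRD37 at 2.52 and PGAM1 at -1.18. Interferon-stimulated genes rose in 5 and fell in 5 of 10, with XAF1 at 1.65 and IFI6 at -1.01. Polycomb genes rose in 7 and fell in 4 of 12, with CBX2 at -1.64. SWI/SNF genes fell in 7 and rose in 1 of 8, with ACTL6A at -1.22. A list of BET, mediator and transcription elongation genes rose in 8 and fell in 2 of 10, with CDK7 at 0.70. Its risers include SERPINI1 (0.57), a serpin gene that belongs to none of these groups. Housekeeping genes fell in 4 and rose in 1 of 6, with GUSB at -0.52. RPL35, the 1 member of the ribosomal protein list with a row of its own, did not pass, and the mitochondrially encoded genes of the lists were not analysed here. Adjusted over the list alone, the same number of members passed in each list except glycolysis and hypoxia (9 against 10) and housekeeping (4 against 5).

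**Figure D3:**
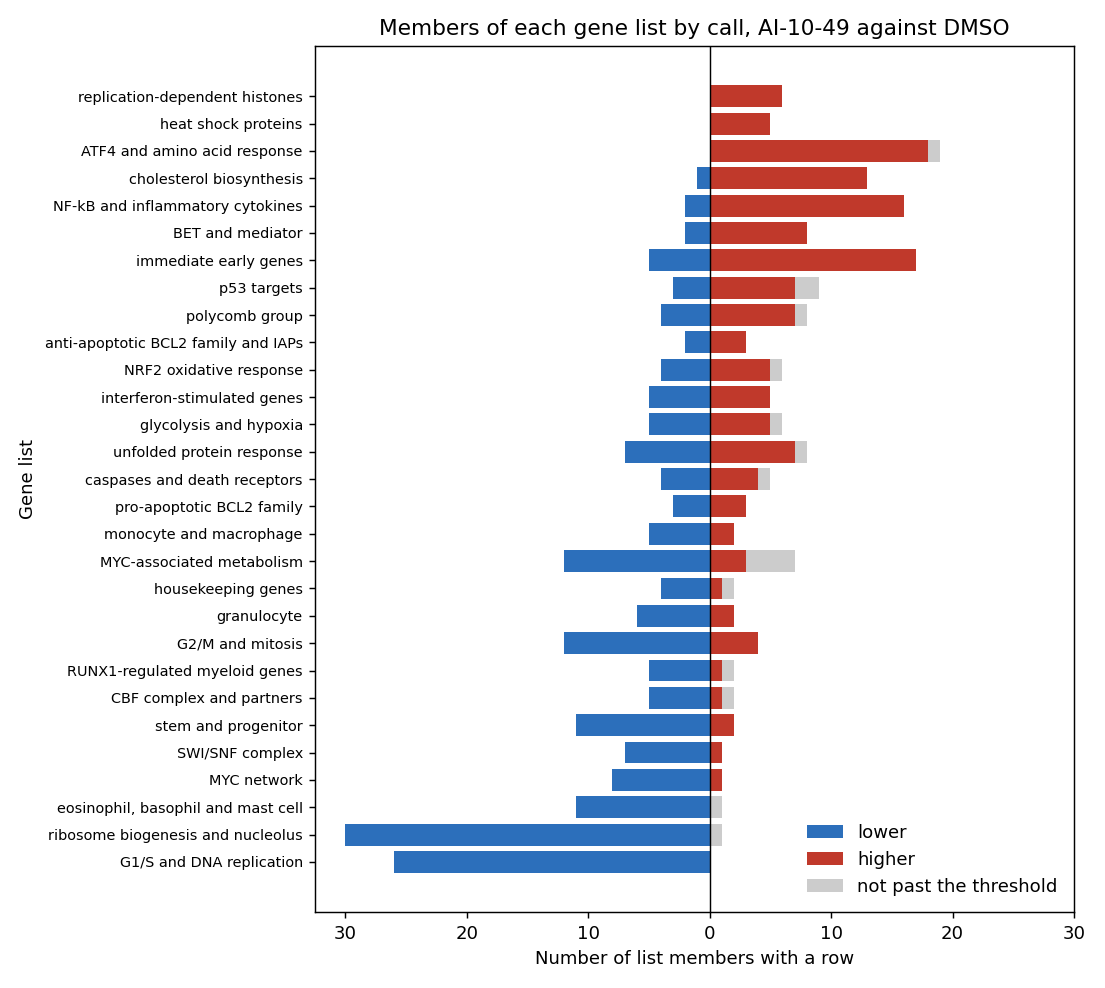
Number of measured members of each gene list with at least 5 rows that were lower (blue, to the left), higher (red, to the right) or not past the threshold (grey, to the right) with AI-10-49. Ribosome biogenesis (30 lower of 31) and G1/S genes (26 lower of 26) stand at one end, and ATF4 response genes (18 higher of 19) near the other.

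The largest rises beyond those named were in GRASP (3.41), RGS1 (3.17), SYTL3 (2.91) and YPEL4 (2.90). The largest falls beyond MYC, CLC and UHRF1 were in PLD6 (-2.51), ITPRIPL1 (-2.44), TMEM121 (-2.42), LRFN4 (-2.40), HPDL (-2.35), PAQR4 (-2.29), MAT2A (-2.28), RTN4R (-2.28) and NRXN2 (-2.23). MAT2A makes the methyl donor S-adenosylmethionine. PRDX1, CLEC11A and UBL5 were taken as the most abundant genes past the threshold, at 412, 367 and 313 FPKM with DMSO. With AI-10-49 they stood at 147, 113 and 146 FPKM, below SLC3A2 (371 ± 212 FPKM, SD). PRDX1, CLEC11A and UBL5 changed by -1.58 ± 0.64 (SE), -1.74 ± 0.48 and -1.21 ± 0.54, and by -1.18, -1.48 and -0.77 without AI-10-49 replicate 2. PRDX1 and UBL5 lost their call when single other libraries were left out (highest adjusted p 0.121 and 0.157).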

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

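Quantile normalization with AI-10-49 replicate 2 left out and the random-set comparison of lists were chosen after the data were seen, and the other alternatives were planned. The number of rows past the threshold was 5723 to 6067 when single libraries were left out and 5018 (filter at 5 FPKM, fewer rows tested) to 6037 (no filter) under the other settings except a fold minimum. A minimum log2 fold change of 1 left 836 rows, 361 higher and 475 lower, and 136 of 344 list members, since it takes out small changes by construction. No row called in both fits changed sign under any alternative. Under quantile normalization, 11 rows called in the main fit changed sign and were not called there. With AI-10-49 replicate 2 also left out there were 3 such rows. Quantile normalization moved the median log2 fold change of all rows from -0.28 to -0.06, and 5914 rows passed. The replicate number as a block gave 6015 rows. Deviations of same-numbered libraries correlated in both directions (r across genes -0.15, 0.147 and 0.247). Differently numbered libraries gave r from -0.254 to 0.205. The deviations of the AI-10-49 libraries carry the low readings of replicate 2 in abundant rows. They therefore cannot decide whether same-numbered libraries were paired. In the main fit the numbers were not treated as pairs. A fold minimum and the 0.01 threshold were applied to counts only, not to single genes. Under the other alternatives MYC kept its call, with log2 fold changes from -3.22 to -2.82 and an adjusted p of at most 1.45e-06. Of 2187 such values for the other 147 named genes, 27 lost the call and none reversed, all in PDIA6, PRDX1, NQO1, PGK1 and UBL5. Against random sets 11 lists passed, and 10 without AI-10-49 replicate 2. camera with a preset correlation called 8, camera with an estimated correlation 0 (lowest adjusted p 0.31) and fry, which does not compare a list with other rows, 25. Not run were the authors' Cuffdiff q values, which were not analysed here, and DESeq2, since FPKM are not counts. Depth is unknown, so the precision of low values rests on the spread between libraries alone.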

Other observations

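The 10 gene families in this part and their tests were chosen after the data were seen, as were the tests of AI-10-49 replicate 2 and of gene span. Cytosolic aminoacyl-tRNA synthetase genes, which charge tRNAs with amino acids, rose in 9 and fell in 2 of 12 measured members, with CARS at 1.95, TARS at 1.41 and WARS at 1.27. Their median of 1.04 lay at percentile 100 of random sets of like FPKM, which restates what led to the choice of this family (adjusted p = 0.929 with an estimated correlation). The mitochondrial synthetase genes rose in 6 and fell in 6 of 12 rows, and their median lay at percentile 42.82. Whether the cytosolic synthetase genes move with the ATF4 list stays open, since no ATF4 activity was measured.

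RNA polymerase subunit genes fell in 16 and rose in 1 of 18 members, with POLR3K at -1.40 and POLR1B at -1.22 (adjusted p = 0.005 against random sets; adjusted p = 0.622 with an estimated correlation). Some of these genes are also on the ribosome biogenesis list. Zinc finger genes named ZNF rose in 165 and fell in 58 of 228 rows, with a median of 0.43 against 0.27 for random sets (adjusted p = 0.001; adjusted p = 0.622 with an estimated correlation). Rows with a microRNA symbol, 1 of them the host gene MIR600HG, went both ways (2 higher and 3 lower of 7, from -1.99 to 0.76). Their adjusted p of 0.0013 (0.622 with an estimated correlation) rests on a median, -1.34, that is the value of MIR146A, which did not pass. Rows of snoRNA host genes also went both ways (3 higher and 2 lower of 8, adjusted p = 0.037; adjusted p = 0.95 with an estimated correlation), and their median of 0.42, set by rows that did not pass, was 1.04 without AI-10-49 replicate 2. Not past random sets were Mediator subunit genes (10 higher and 2 lower of 12, adjusted p = 0.4), mitochondrial ribosomal protein genes (12 higher and 24 lower of 39), proteasome subunit genes (6 higher and 6 lower of 15) and genes with a USP symbol (16 higher and 7 lower of 23), which are ubiquitin-specific proteases except USP6NL, with an adjusted p of 0.44 for each of the last 3. None of the 10 families passed camera with an estimated correlation (lowest adjusted p = 0.622).

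AI-10-49 replicate 2 was compressed both ways, at a median of 109.6% of the other AI-10-49 libraries between 1 and 5 FPKM, 103.2% between 10 and 20 FPKM, 90.9% between 20 and 50 FPKM and 34.1% above 200 FPKM. A weaker response of that culture is argued against, since 164 abundant rows that fell without it were lower still in it, by a median of -0.987 (95% bootstrap interval -1.05 to -0.953). A loss of short transcripts is argued against as the whole cause by a median of -0.928 in the longest tertile of transcripts, although the shortest tertile deviated more (-1.148). Saturation with read density, in the library or its processing, stays open: the fall of the deviation with FPKM (Spearman's rho -0.888, against -0.243 to 0.316 between other libraries) restates the pattern and does not test it. In 11 rows that share at least 80% of their 90-base words with other genes, the deviation was lower than in rows of like FPKM by 0.5 (median -0.5, interval -0.819 to -0.151), too few rows to tell whether shared reads matter.

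Abundant genes mostly fell: binned on DMSO without AI-10-49 replicate 2, 65.6% of rows were higher in the lowest quartile of FPKM and 18.0% in the highest, a difference of 47.6 percentage points. The shares with that library were 65.5% and 17.3%, so its readings are argued against as the cause, while a part of it in the selection of rows stays open. Binning on both groups left 23.4 points (interval up to 26.8), which lies between the bounds set beforehand, and since such binning also shrinks a real fall of abundant genes, regression to the mean stays open. Among rows with a log2 fold change of at least 0.5 in size the difference was 5.1 points (0.4 to 9.8), under the bound set beforehand for rows listed only because of AI-10-49 replicate 2, but a limit on the size of the change removes small changes of any cause and decides nothing. The rule by which rows were selected is not given, so this stays open, as does gene length, with 29.9 points in the shortest tertile of gene span and 3.5 in the longest.

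Genes with a long span mostly rose: 31.8% of rows were higher in the shortest tertile of gene span, 48.0% in the middle and 63.9% in the longest, without AI-10-49 replicate 2. The bounds for these tests were set after their values were seen, so the tests can argue against an explanation but not for one. Abundance is argued against as the cause by a partial rank correlation of 0.23 given FPKM, and that library by a rank correlation of 0.235 without it, across genes that are not independent replicates. The median transcript length of each gene gave a rank correlation of -0.019, and so no sign of a length bias of FPKM. That length came from another annotation and can differ from the one used for the FPKM, so such a bias stays open. The treatment stays open as a biological explanation and was not tested further.

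The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. Of these, 1 split, the real one, called 5939 rows with limma. The highest of the others called 0, with at most 12 rows at an unadjusted p under 0.05. The rows appear to have been selected on these groups, and every other split places their difference inside each group. A low count was thus built in, so the comparison decides nothing. AI-10-49 replicate 2 lay below the other 5 libraries in 57 rows whose DMSO values overlapped the other AI-10-49 libraries. Among them, RPL38 had a log2 fold change of -1.25, or 0.01 without that library, and COX7C -0.80, or -0.05.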
